A study of Mus musculus with 2 samples. Its data were reported in "Myelin regulatory factor (MYRF) is a critical early regulator of retinal pigment epithelial development" (2025).

How the data were processed

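Single-cell RNA-seq libraries of 2 genotypes were compared, 1 per genotype. Each library was made from 3 pooled eye cups of mouse embryos at e15.5. The control was Myrf fl/fl, in which both copies of Myrf carry loxP sites, and the mutant was Rx>cre Myrf fl/fl, in which Cre recombinase is driven by Rx regulatory sequence in the early eye field. Cells were captured with the 10x Genomics 3′ chemistry, which tags each captured transcript with a unique molecular identifier (UMI) so that copies made by PCR are counted once. The groups were taken from the genotype given in the labels.

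The authors deposited raw UMI counts per gene and cell, without normalization, for 31053 genes in each library. The authors aligned the reads to GRCm38 (mm10) with Cell Ranger. The deposited matrix headers give software version 3.1.0, which differs from the version named in the study's methods. The deposited barcodes were those called as cells by that software, with at least 500 UMIs in each library. The filters on genes, mitochondrial share and doublets that the study described had not been applied to them, and all were therefore set again here. The study's other time points were not analysed here.

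Cells with fewer than 200 genes or with more than 15% mitochondrial UMIs were left out, as in the study's methods. Doublets were called per library with Scrublet in scanpy 1.11.5 at its automatic threshold and removed, which took out 424 control and 442 mutant barcodes, or 3.55% and 3.40% of those tested. The rate expected at 0.8% per 1000 barcodes was higher, at 9.55% and 10.4%, so doublets remained among the kept cells. The study's stated limit of 2000 UMIs per cell would remove 79.1% of control and 80.6% of mutant barcodes and was tried only as an alternative.

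The counts were scaled to 10000 per cell and log-transformed. Both libraries were clustered together, without integration, on 1833 of the 2000 most variable genes, with 30 principal components, 15 neighbours and Leiden resolution 1.0. Preset genes, naming markers, haemoglobin, mitochondrial, Xist and Y-linked genes were kept out of the features, so that class sizes did not rest on genes whose levels were then compared. This gave 33 clusters. Clusters were named "-like" from markers fixed before the data were examined, and 29 were named. The score limits that took part in deciding which clusters stayed unnamed were set after the data were seen. The 4 unnamed clusters held 7.93% of control and 6.70% of mutant cells. Their scores were low, or their leading genes went against the best-matching class, or both. One of them had a median of 914.5 UMIs and none of the markers of its best-matching class detected. RPE-like cells formed a single cluster, separated from melanocyte-like cells by markers that included Pax3, Kit and Ednrb. These names were rebuilt from the counts and can differ from the study's own assignment of cells.

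There was 1 library per genotype. Cells of a library are not replicates, so no test was made between the genotypes and no p-value or standard error is given. For each gene the UMIs were summed over the cells of a class in each library and divided by the class total, as CPM (UMIs of the gene per 1e+06 UMIs of the class). Sums carry exact 95% Poisson intervals, ratios of CPM carry exact conditional binomial intervals, shares of cells carry exact Clopper-Pearson intervals and ratios of shares carry intervals from the same counts. All of these intervals cover counting error only, and none covers the spread between embryos or library preparations. They assume independent UMIs, which fails where a few cells hold most of the UMIs of a gene. The share of each gene's UMIs held by the 5 cells richest in it was therefore also computed. A gene with 0 UMIs in a library was set to 3 counts there, and no ratio was formed where both libraries had 3 counts or fewer.

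Preset gene lists covered 6 genes the study reported as lower in mutant RPE, called MYRF-dependent genes here. Others covered retinal disease genes, melanogenesis genes, genes of enriched terms in both directions, genes of the TGFβ and BMP pathways and RPE transcription factors. A further list held genes predicted by the study's network analysis to be regulated by SOX10, called SOX10 network genes here. Of these, Sox10, Tmem98, Ermn and Wfikkn2 are also in the list of MYRF-dependent genes. The study chose most of these genes partly on these libraries, so their values here are not independent evidence. Lists of p53 target genes, dissociation stress genes and neural retina genes were fixed in addition. Each list was summarised by the median log2 ratio of its genes with at least 20 UMIs over both libraries. The counting interval of the median came from 1000 Poisson draws. Its percentile among 10000 random lists of the same size, matched on mean expression, describes these libraries and is not a test of the genotypes. The same genes in retinal progenitor-like cells served as a comparison across the library.

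Of the genes outside the lists taken from the study, the text names the 8 highest and the 8 lowest, ranked by the end of the ratio's interval nearest to 1, among genes with at least 100 UMIs over both libraries. Xist, Y-linked, haemoglobin and mitochondrial genes and the 10 genes with the largest fold in the RPE-like class were left out. Genes of the p53, stress and neural retina lists were not left out. Cell cycle phases were scored with 43 S phase and 54 G2M phase genes. Shares of cells with a UMI and phases were compared after thinning each cell to 2000 UMIs, which left out 2163 control and 2240 mutant cells with fewer, and the unthinned values stand beside them.

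The gene statistics were tested on simulated data before use. The simulated sums were independent Poisson counts, the model that the intervals assume, so coverage near 95% followed from the design. Genes with most UMIs in a few cells were not simulated, and changed genes were given large fixed changes. In 20 simulations of the comparison of mutant with control RPE-like cells over 6459 genes, of which 200 were changed, the 95% interval held the true ratio for 95.3% of changed and 95.7% of unchanged genes. It lay clear of 1 in the true direction for 98.5% of changed genes and lay off 1 for 4.28% of unchanged genes. Of 200 unchanged lists, 7% fell in the outer 5% of matched random lists.

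Alternatives fixed before the data were examined changed the doublet treatment, the mitochondrial and gene filters, the clustering features, resolution and seed, the integration (anchors in Seurat 5.3.0), the definition of RPE-like cells, the sex of the cells, the scaling of the sums (median ratio, TMM in edgeR 4.0.16, and the mean of each cell's CPM), thinning, subtraction of free RNA and the minimum number of UMIs. Sums without the 5 cells richest in a gene or list, a second estimate of the free RNA share, and the SOX10 network genes without those shared with the MYRF-dependent list were added after the data were seen. The single-gene result of 1 preset gene and the name of 1 marker are not reported here. Genomic positions are given for GRCm38 from GENCODE release M21. The analysis used Python 3.11.15 and R 4.3.3.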

Results

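Single-cell transcriptomes of e15.5 eye cups were compared between Myrf fl/fl controls and Rx>cre Myrf fl/fl mutants, in order to ask how loss of the transcription factor MYRF in the developing eye alters the retinal pigment epithelium (RPE), the pigmented layer behind the neural retina. The control library held 13017 barcodes with 132437000 UMIs and the mutant library 13880 barcodes with 135679000 UMIs. The median barcode had 9339 UMIs and 2985 genes in the control and 8702 UMIs and 2862 genes in the mutant. After thinning each cell to 2000 UMIs, the median was 1101 genes in both libraries. The mitochondrial share exceeded 15% in 879 control barcodes (6.75%) and in 733 mutant barcodes (5.28%). The filters kept 11518 control and 12576 mutant cells. There were no replicate libraries, so every difference below is one between 2 libraries, has no replicate check, and carries an interval for counting error only.

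The targeted gene was examined first. Myrf (ENSMUSG00000036098, chromosome 19, 10208272 to 10240748, minus strand) had 293 UMIs in the 366 control RPE-like cells and 55 in the 203 mutant RPE-like cells. This corresponds to 79.4 CPM (95% interval 70.5 to 89.0) and 29.7 CPM (22.4 to 38.7). The ratio of mutant to control was 0.375 (0.276 to 0.501), a log2 ratio of -1.42. It moved most when the mitochondrial share was held to 5%, to -2.32. Control RPE-like cells held 69.4% of all Myrf UMIs in kept control cells. In the control library, 35.0% of RPE-like cells had a Myrf UMI (30.1% to 40.1%), against 17.2% in the mutant (12.3% to 23.2%). The median depth of these cells was 6699 UMIs in the control and 3552 in the mutant. After thinning to 2000 UMIs the shares were 13.2% of 242 control cells (9.22% to 18.2%) and 6.61% of 121 mutant cells (2.90% to 12.6%), and their intervals overlapped. In retinal progenitor-like cells Myrf had 32 control and 14 mutant UMIs, a ratio of 0.323 (0.159 to 0.622), so its counts were lower in that class as well. Whether these few UMIs came from the progenitors or from free RNA was not tested, so a fall outside RPE cells stays open. The background was read from 2 other classes. A Myrf UMI was seen in 0.205% of control and 0.235% of mutant erythroid-like cells, at median depths of 17025 and 16855 UMIs, and in 0.289% and 0.833% of retinal ganglion cell-like cells, at 12449.5 and 13293.5 UMIs. Over all mutant cells other than RPE-like, Myrf was at 0.737 CPM (0.592 to 0.906), far below its level in mutant RPE-like cells. The counts at the 3′ end of the transcript cannot show whether the floxed part of the gene is present in the remaining transcripts.

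The share of RPE-like cells was then compared, since the study asked whether loss of Myrf alters RPE cell number. RPE-like cells made up 366 of 11518 control cells, or 3.18% (2.86% to 3.51%), and 203 of 12576 mutant cells, or 1.61% (1.40% to 1.85%). The ratio of the shares was 0.508 (0.426 to 0.605). Over neural retina plus RPE-like cells, the shares were 5.43% (4.90% to 5.998%) and 2.35% (2.04% to 2.69%), a ratio of 0.433 (0.363 to 0.515). The ratio over all cells moved most when the mitochondrial share was held to 5%, to 0.621. It stayed below 1 in every alternative that gave a value.

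**Figure D1:**
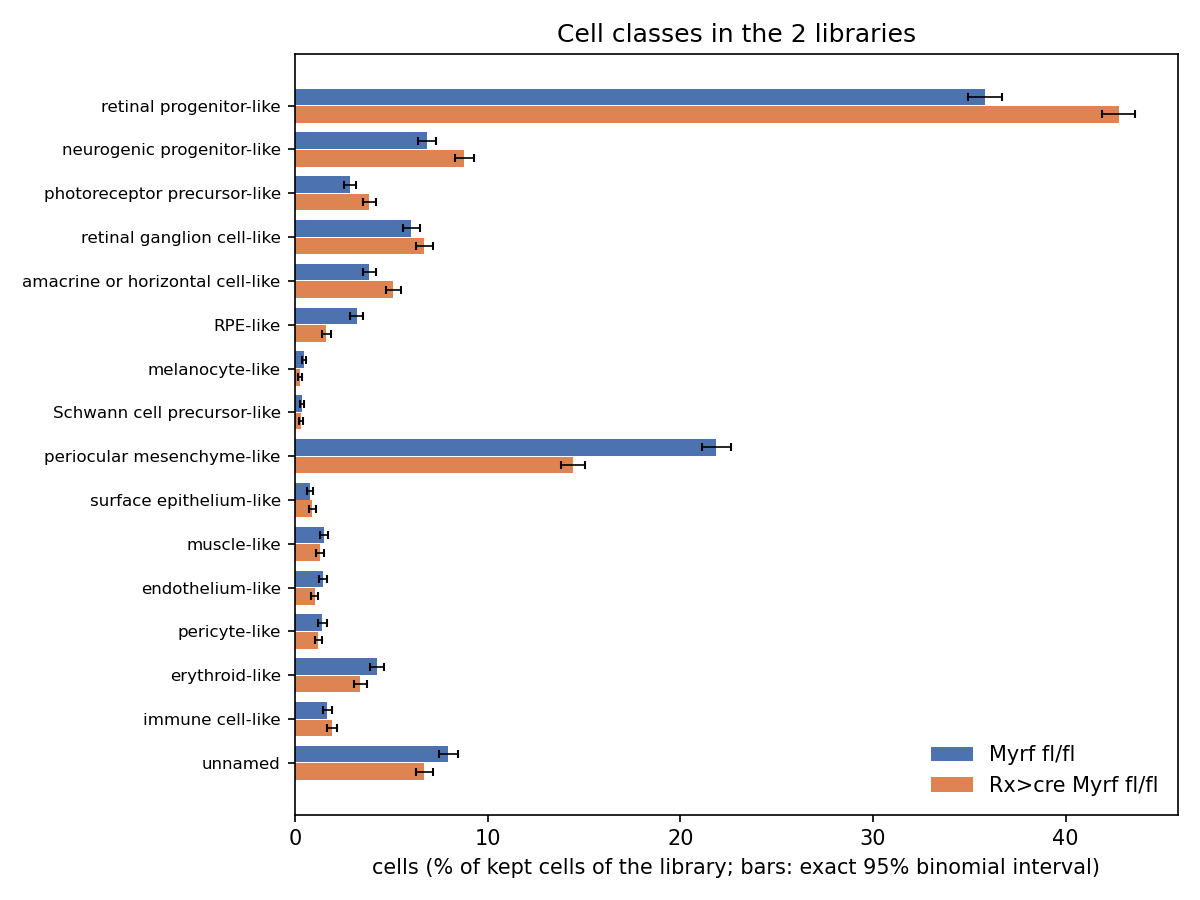
Share of each named cell class among kept cells (%, horizontal axis) in the Myrf fl/fl and the Rx>cre Myrf fl/fl library, with exact 95% binomial intervals that cover counting error only. RPE-like cells were 3.18% of the control and 1.61% of the mutant library, and periocular mesenchyme-like cells 21.9% and 14.4%.

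Other classes differed between the libraries as well. Neural retina-like cells of all classes made up 55.3% of the control and 67.1% of the mutant library. Periocular mesenchyme-like cells fell from 21.9% to 14.4%, a ratio of 0.659 (0.620 to 0.701). Immune cells and surface epithelium, also named -like, did not fall, at ratios of 1.15 (0.944 to 1.39) and 1.18 (0.884 to 1.59). Among all cells other than neural retina, RPE-like cells made up 7.12% of 5144 control and 4.91% of 4136 mutant cells, a ratio of 0.690 (0.578 to 0.821). Melanocyte-like cells, the pigment cells that arise from the neural crest, were 50 of the control and 30 of the mutant cells, a ratio of shares of 0.550 (0.337 to 0.881). Relative to mesenchyme-like cells, the number of RPE-like cells was lower in the mutant by a ratio of 0.770 (0.639 to 0.927), which became 1.02 when the mitochondrial share was held to 5%. Relative to melanocyte-like cells the ratio was 0.925 (0.557 to 1.56), and no difference was detectable at this depth.

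Cell cycle phases were compared in RPE-like cells, because a lower cell number could arise from altered proliferation. After thinning to 2000 UMIs, 68.6% of 242 control and 66.9% of 121 mutant RPE-like cells were in G1, 11.2% and 11.6% were in S, and 20.2% and 21.5% were in G2M. The intervals overlapped for each phase. Without thinning, G1 held 69.9% and 65.5%, S 7.65% and 7.39%, and G2M 22.4% and 27.1%.

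The MYRF-dependent genes, which the study reported as lower in mutant RPE, were lower in mutant RPE-like cells here. The median log2 ratio of the 6 genes was -2.13 (counting interval -2.59 to -1.36), at percentile 0 of the 10000 matched random lists. No gene lay near this value. Gdf11, Tmem98 and Wfikkn2 were at -0.23, -0.53 and -0.83. Sox10, Ermn and Upk3b, on fewer mutant UMIs, were at -3.43, -3.53 and -4.53. Over genes with at least 100 UMIs the median was -0.53. All 6 genes were below 0, and the intervals of 5 of them lay below 0. The median in retinal progenitor-like cells, where 3 of the genes could be measured, was 0.12 (0.0032 to 0.25). The list median moved most when cells with Pax3 or with markers of other types were left out, to -0.52. These were cells with at least 2 erythroid, immune or muscle markers, which include haemoglobin genes. Hbb-bs alone had a UMI in 270 control and 148 mutant RPE-like cells, and Pax3 in 0 and 1. The control share of RPE-like cells fell from 3.18% to 1.12%, so most of the class was left out. The value therefore does not show the removal of other cell types alone. Tmem98 (ENSMUSG00000035413, chromosome 11, 80810175 to 80822033) had 703 control and 244 mutant UMIs, a ratio of 0.692 (0.596 to 0.802). Its log2 ratio reversed to 0.20 in that same alternative. Ermn (chromosome 2, 58045113 to 58052864) had 138 UMIs in the control and 6 in the mutant, a ratio of 0.0867 (0.0313 to 0.194). Upk3b (chromosome 5, 136038496 to 136046487) had 46 and 1, a ratio of 0.0434 (0.00108 to 0.254), and the mutant UMI came from 1 cell. Wfikkn2 (chromosome 11, 94235956 to 94246005) had 71 and 20 UMIs, a ratio of 0.562 (0.324 to 0.934). For Gdf11 the ratio of 0.852 (0.585 to 1.22) did not differ from 1 beyond counting error.

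**Figure D2:**
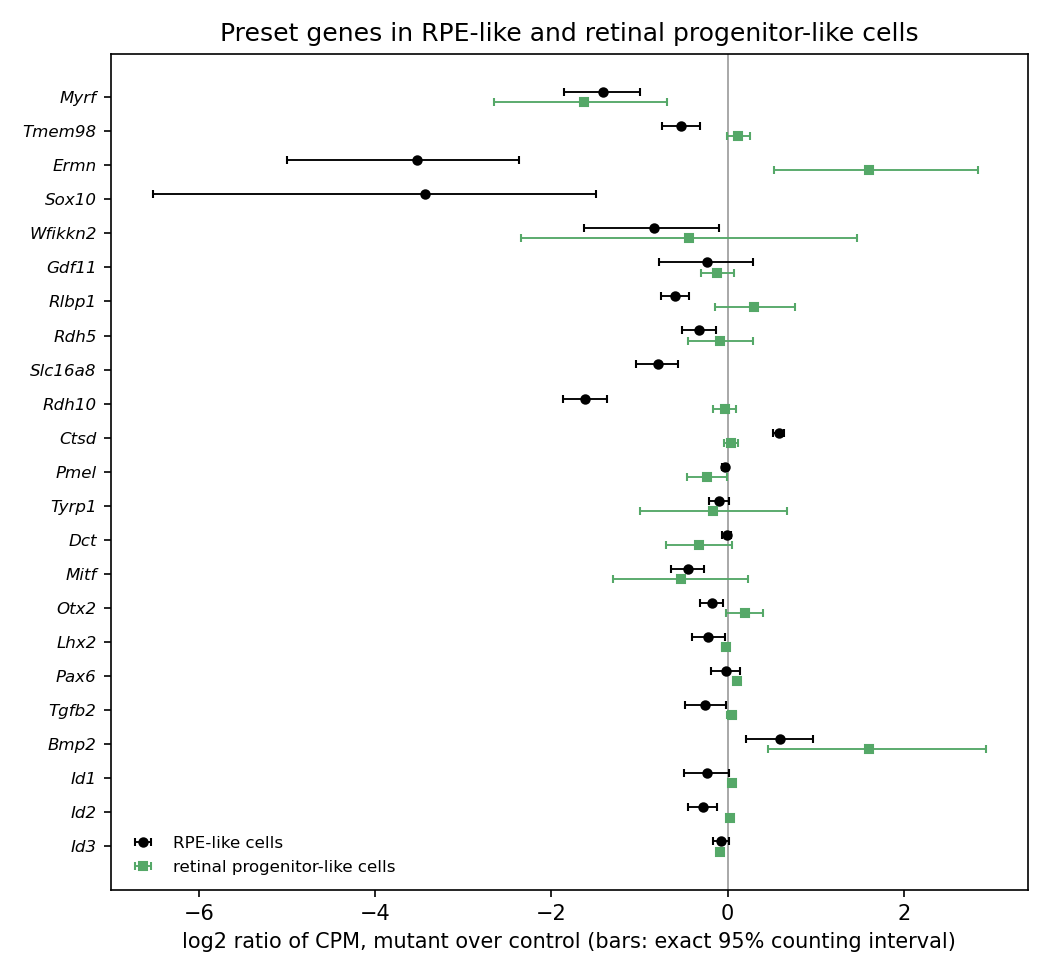
Log2 ratio of CPM, mutant over control (horizontal axis), for preset genes in RPE-like cells (circles) and retinal progenitor-like cells (squares), with exact 95% counting intervals; genes without a finite interval in a class are not drawn there. Myrf lies at -1.42 and Ermn at -3.53 in RPE-like cells, while Pmel and Dct lie at -0.034 and -0.0095.

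Sox10 (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240) was compared between the pigment cell classes. In RPE-like cells it had 43 control and 2 mutant UMIs, or 11.6 and 1.08 CPM, a ratio of 0.0928 (0.0109 to 0.356). In melanocyte-like cells it had 230 and 150 UMIs, or 338 and 352 CPM, a ratio of 1.04 (0.841 to 1.28). The RPE-like cells had no Pax3 UMI in the control and 1 in the mutant, against 193 and 122 in melanocyte-like cells. A Sox10 UMI was found in 9.02% of control RPE-like cells (6.29% to 12.4%) and in 0.985% of mutant ones (0.119% to 3.51%). After thinning the shares were 4.96% (2.59% to 8.50%) and 0 of 121 cells, which allows a share of up to 3.00% by the exact interval. No erythroid-like or retinal ganglion cell-like cell of either library had a Sox10 UMI. The study's network analysis predicted a set of genes to be regulated by SOX10, called SOX10 network genes here. The median of the 37 that were measured was -0.27 (-0.45 to -0.16), at the lower end of the matched random lists, against 0.12 in retinal progenitor-like cells. The set includes Sox10, Tmem98, Ermn and Wfikkn2, which are also among the MYRF-dependent genes, and the median of the other 33 was -0.22 (-0.36 to -0.079).

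Genes of RPE function were compared next. The 9 measured retinal disease genes had a median log2 ratio of -0.13 (-0.29 to 0.0022), at percentile 3.20 of matched lists. Of these, Rlbp1 was lower at a ratio of 0.660 (0.590 to 0.738), Slc16a8 at 0.577 (0.488 to 0.678) and Rdh5 at 0.798 (0.699 to 0.910). Ctsd was higher at 1.496 (1.43 to 1.56), but its log2 ratio turned to -0.16 when the mitochondrial share was held to 5%. Col8a1 was higher at 1.12 (1.06 to 1.19), and this direction reversed in several alternatives, down to -0.88 on the log2 scale. The 5 melanogenesis genes had a median of -0.093 (-0.14 to -0.016), at percentile 11.3. Pmel, at 7946 CPM in the control and 7761 CPM in the mutant, had a ratio of 0.977 (0.957 to 0.996), a log2 ratio of -0.034 that lies closer to 0 than the median of all genes, -0.056. For Dct the ratio was 0.993 (0.958 to 1.03).

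Genes that the study listed under enriched terms kept the direction of their list. The median of 49 genes listed as lower was -0.16 (-0.29 to -0.13), and 25 of them had an interval below 0 and 5 an interval above 0. Among them Rdh10 fell from 255 to 83.2 CPM, a ratio of 0.326 (0.273 to 0.387). The median of 12 genes listed as higher was 0.70 (0.59 to 0.79), with 8 intervals above 0 and none below. Both lists lay beyond the matched random lists, at percentiles 0 and 100, and the study chose both partly on these libraries.

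Transcription factors and signalling genes were less uniform. The 7 measured RPE transcription factors had a median of -0.18 (-0.27 to -0.029), at percentile 3.28, and this reversed in 3 alternatives, to between 0.089 and 0.39. Mitf had a ratio of 0.731 (0.640 to 0.834), although its log2 ratio was 0.077 with cells over 2000 UMIs removed. The ratio was 0.882 (0.806 to 0.964) for Otx2 and 0.984 (0.880 to 1.10) for Pax6. The 7 measured TGFβ and BMP genes had a median of -0.25 (-0.36 to -0.061), at percentile 0.580, opposite to the direction that the study listed. This reversed to 0.23 when cells over 20000 UMIs were removed and to 0.011 when cells over 2000 UMIs were removed. The study plotted this pathway across its ages. Its p-values for Tgfb2 and Id3, and its TGFB2 and phosphorylated SMAD stains, were from newborn mice. The sums here are from e15.5 and do not test that age. Bmp2 was higher at a ratio of 1.51 (1.16 to 1.96). For Tgfb2 the ratio was 0.839 (0.713 to 0.985), and its direction reversed in several alternatives. Id2 had a ratio of 0.823 (0.734 to 0.922), and Id1 and Id3 did not differ from 1 beyond counting error.

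Lists that the study did not use were compared in the same cells. The median of 10 measured p53 target genes was 0.58 (0.25 to 0.92), at percentile 100 of the matched lists, and it was -0.094 (-0.13 to 0.046) in retinal progenitor-like cells. It stayed above 0 in each of the alternatives that gave a value, and was lowest, at 0.25, without the 5 cells richest in the list. Of the 10 genes, 9 lay above 0, but only 4 had an interval above 0. The median of 7 measured dissociation stress genes was 0.029 (-0.33 to 0.34) and that of 10 neural retina genes was -0.14 (-0.26 to 0.35), and neither differed from 0 beyond counting error. In mesenchyme-like cells, however, the neural retina genes had a median of 1.49 (1.21 to 1.61), with the intervals of 11 of 12 genes above 0.

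Across all 10931 genes with at least 20 UMIs, the median log2 ratio in RPE-like cells was -0.056. By the fixed rule, the genes higher in mutant RPE-like cells were Lypd2, S100a6, Ccng1, Ccnd1, Ckb, Dapl1, Rps27rt and Sox2, and those lower were Loxl2, Gm14305, Wif1, Cuedc2, Rap2c, Sytl2, Cldn34c1 and Rpgrip1. Of these, Ccng1 is one of the p53 target genes above and Dapl1 one of the neural retina genes, so they are not separate from those lists. Ccnd1 and Dapl1 were also naming markers of retinal progenitor-like cells. That class held 111740 control UMIs of Ccnd1, 136765 of Ckb, 29842 of Dapl1 and 11004 of Sox2. For these genes, doublets with neural retina cells or free RNA from them were not excluded as a source. Lypd2 rose from 30.1 to 105 CPM, a ratio of 3.49 (2.75 to 4.44). The 5 richest cells held 61.3% of the mutant UMIs of Lypd2, 53.4% of those of S100a6, 54.4% of Ccng1, 52.8% of Ccnd1, 51.0% of Dapl1, 68.9% of Sox2 and 53.5% of Wif1, so the counting intervals of these genes are too narrow. Loxl2 fell from 46.3 to 14.0 CPM, a ratio of 0.303 (0.193 to 0.460), while in mesenchyme-like cells its log2 ratio was -0.25. The log2 ratios of the other genes ranged from 1.01 to 1.45 among the higher genes and from -0.82 to -1.43 among the lower genes. In mesenchyme-like cells, 7 of the 16 genes differed about as far and in the same direction, namely Lypd2 (on 1 and 10 UMIs), Ckb, Dapl1, Rps27rt, Sox2, Gm14305 and Rpgrip1. With cells over 2000 UMIs removed, Lypd2, Sox2 and Wif1 reversed, to log2 ratios of -0.75, -1.30 and 0.44. Lowering the minimum to 30 UMIs named 16 genes of which 2 were in the first set, Lypd2 and Loxl2. Cdkn1a, also a p53 target gene, then headed the higher genes, with 7 control and 75 mutant UMIs, a ratio of 21.4 (9.88 to 54.99).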

Values the study reported

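The study reported 13017 control and 13880 mutant cells at e15.5. It gave median genes per cell of 2985 for the control and 2862 for the mutant at this age. RPE cells were reported as 4% of control and 2% of mutant cells at e15.5, after integration of libraries of all 3 time points and removal of low-quality cells and doublets.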

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

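The comparisons within female cells were planned before the data were examined, except that the test of p53 target genes within those cells was chosen after the result was seen. The counts outside the comparisons of the report hold the sex of the cells, which the labels do not give. A UMI of a Y-linked gene was found in 5249 mutant cells, or 41.7% (40.9% to 42.6%), and in 3 control cells, or 0.0260% (0.00537% to 0.0761%). Xist, which is transcribed in female cells, had a UMI in 71.7% of control and 27.4% of mutant cells. Both kinds of UMI were found in 3.35% of mutant cells. The control library thus held female cells almost alone, whereas the mutant library held cells of both sexes.

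A mislabelled or mixed sample was weighed first. Myrf was lower in the mutant RPE-like cells of each sex, at 30.1 CPM in cells with Xist alone (19.3 to 44.8) and 44.5 CPM in cells with Y-linked UMIs alone (28.5 to 66.3), against 79.4 CPM in the control, which argues against control cells as the main source of the male cells in the mutant pool. Sex and genotype were confounded in part, and the comparisons were therefore repeated within cells with Xist and no Y-linked UMI. The ratio of RPE-like shares was 0.611 there, against 0.508 in all cells. The median of the MYRF-dependent genes was -1.53 (-2.14 to -0.96), and that of the p53 target genes was 0.97 (0.40 to 1.27). A difference in sex as the whole cause is argued against by these values for both gene lists, since it predicts no difference within female cells. Cells with a Y-linked UMI alone could not be compared, since the control library held 1. This selection also favours deeper cells, in which Xist is more often seen. No biological effect of sex was tested.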

How the results depend on the processing

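Sums without the 5 cells of each library richest in a gene or list, the second estimate of free RNA, and the SOX10 network genes without those shared with the MYRF-dependent list were chosen after the data were seen, and all other alternatives before. Among the main results, 260 values under an alternative stayed within the counting interval of the main value, 98 moved outside it and 5 reversed. Among the other results, mostly single genes, 813 stayed, 214 moved and 28 reversed. The ratio of RPE-like shares ranged from 0.453 to 0.621 over all cells and from 0.364 to 0.605 over neural retina plus RPE-like cells. The log2 ratio of Myrf in RPE-like cells ranged from -2.32 to -0.96. The median of the MYRF-dependent genes ranged from -2.69 to -0.52, that of the p53 target genes from 0.25 to 1.84, and that of the SOX10 network genes (those the study predicted to be regulated by SOX10) from -0.71 to -0.19. The ratio of RPE-like shares of cells other than neural retina, a result added after the data were seen, ranged from 0.595 to 0.759. The cause of a change was not tested unless stated.

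With the mitochondrial share at most 5%, the RPE-like shares were 1.92% and 1.19%, with ratios of 0.621 over all cells and 0.518 over neural retina plus RPE-like cells, and the number of RPE-like per mesenchyme-like cell reversed to a ratio of 1.02. Myrf moved to -2.32, the MYRF-dependent genes to -1.08, the disease genes to -0.70, the melanogenesis genes to -0.28, the term genes listed as lower to -0.63 and as higher to 0.51, the TGFβ and BMP genes to -0.060, the SOX10 network genes to -0.71, the p53 targets to 0.96 and the neural retina genes to -0.66. The transcription factors reversed to 0.39, with Lhx2 at 0.39, Ctsd at -0.16, Col8a1 at -0.77 and Tgfb2 at 0.14.

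With cells over 2000 UMIs removed, the RPE-like shares were 5.72% and 3.46%, and both ratios of shares were 0.605. Myrf moved to -2.30, the disease genes to -0.56, the melanogenesis genes to -0.50, the term genes to -0.64 and 0.18, the transcription factors to -0.42, the SOX10 network genes to -0.69 and the neural retina genes to 0.83. The TGFβ and BMP genes reversed to 0.011, Col8a1 to -0.83, Mitf to 0.077, Lypd2 to -0.75, Sox2 to -1.30 and Wif1 to 0.44. This limit removes most cells, no melanocyte-like cluster formed under it, and few UMIs remain. With cells over 20000 UMIs removed, the disease genes moved to -0.61, the melanogenesis genes to -0.31, the term genes listed as lower to -0.57, the SOX10 network genes to -0.69, the stress genes to 0.60 and the neural retina genes to 1.40. The TGFβ and BMP genes reversed to 0.23, the transcription factors to 0.11, Lhx2 to 0.11, Col8a1 to -0.67 and Tgfb2 to 0.41. With no doublets removed, the term genes moved to -0.12 and 0.90 and Pmel reversed to 0.018.

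With Leiden resolution 0.5, the RPE-like shares were 3.66% and 2.05%. The disease genes moved to -0.36, the melanogenesis genes to -0.29, the term genes listed as lower to -0.36 and the SOX10 network genes to -0.46. The transcription factors reversed to 0.089, Lhx2 to 0.089, Col8a1 to -0.081 and Tgfb2 to 0.43. With at least 1000 genes per cell the shares were 2.80% and 1.27% and the term genes listed as lower moved to -0.13. With no cell filters the control share was 3.62%, the melanogenesis genes moved to -0.0050, the term genes listed as lower to -0.12 and the neural retina genes to -0.38, and Pmel reversed to 0.022. With RPE-like cells taken by a marker gate the shares were 2.47% and 1.20%, the MYRF-dependent genes moved to -0.87 and the neural retina genes to 1.01.

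With RPE-like cells left out that had Pax3 or at least 2 erythroid, immune or muscle markers, the shares were 1.12% and 0.604%. Those markers include haemoglobin genes, so the shares fell by the construction of this alternative. The MYRF-dependent genes moved to -0.52, the disease genes to -0.46, the term genes to -0.30 and 0.36, the TGFβ and BMP genes to -0.048, the transcription factors to -0.29, the SOX10 network genes to -0.63, the p53 targets to 1.84, the stress genes to 0.38 and the neural retina genes to 0.79. Tmem98 reversed to 0.20, Ctsd to -0.049, Col8a1 to -0.88 and Tgfb2 to 0.90. Within cells with Xist and no Y-linked UMI, the shares were 2.22% and 1.35%, with ratios of 0.611 and 0.537. The disease genes moved to -0.42, the melanogenesis genes to -0.28, the term genes to -0.48 and 0.29, the SOX10 network genes to -0.57 and the p53 targets to 0.97, and Col8a1 reversed to -0.57 and Tgfb2 to 0.054.

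Scaling by the median ratio of genes and by TMM moved the term genes listed as lower to -0.11 in both and reversed Pmel, to 0.022 and 0.019. These scalings subtract the same log2 value from every gene, -0.056 and -0.053, which raises every log2 ratio, so a gene as near 0 as Pmel changes sign by construction. These 2 of the 28 reversals therefore show no instability of Pmel. With the mean of each cell's own CPM, the MYRF-dependent genes moved to -2.69, the disease genes to -0.52, the melanogenesis genes to -0.24, the term genes listed as lower to -0.38, the SOX10 network genes to -0.55, the p53 targets to 1.08, the stress genes to -0.39 and the neural retina genes to 0.83, and Col8a1 reversed to -0.36. With each cell thinned to 2000 UMIs, Myrf moved to -0.96, the MYRF-dependent genes to -0.67, the disease genes to -0.29, the term genes to -0.37 and 0.52, the neural retina genes to 0.54 and Sox10 in melanocyte-like cells to 0.74, and Col8a1 reversed to -0.24. Subtraction of free RNA moved the neural retina genes to -1.06. Without the 5 richest cells, the melanogenesis genes moved to -0.14, the term genes listed as higher to 0.50, the p53 targets to 0.25 and the neural retina genes to 0.48. With at least 100 UMIs per gene, the MYRF-dependent genes moved to -0.53 and the term genes listed as higher to 0.43, on fewer genes. With a minimum of 30 UMIs, 2 of the 16 genes named at 100 UMIs were named again.

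Leiden resolution 2.0, another seed, all variable genes as features, Seurat anchors, a minimum of 5 UMIs, the second estimate of free RNA and both other depths for the phases moved no main result. Leaving the named genes out of the clustering features moved none either. Without the genes shared with the MYRF-dependent list, the SOX10 network genes stayed within their interval, at -0.22. Clustering each library on its own gave no value, because the mutant RPE-like and melanocyte-like cells fell into 1 cluster of 237 cells, and cells with a Y-linked UMI and no Xist gave none, because the control library held 1. No paired analysis was possible because there was 1 library per genotype. Depth also limits single genes. The mutant RPE-like cells held 1850610 UMIs in all, so a gene at 0 UMIs there could still be present at up to 1.99 CPM.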

Other observations

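The tests chosen after the results were seen are those of p53 target genes against sex, depth, free RNA, a few cells and Cdkn1a alone, of MYRF-dependent genes against a few cells, of embryonic globins, of the named genes in mesenchyme-like cells, and of the lower RPE-like share against dilution and recovery. Cdkn1a, Phlda3, Bax, Mdm2 and the globins are named here because their values had been seen.

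The lower share of RPE-like cells in the mutant library was weighed against losses in processing. Without any cell filter the ratio of shares was 0.493 (0.420 to 0.578), and among the barcodes that failed a filter, RPE-like cells made up 7.27% in the control and 3.54% in the mutant, which argues against loss of mutant RPE cells to the filters. More neural retina cells in the mutant pool would dilute all other classes alike. Instead these moved apart, with ratios of shares of 0.508 (0.426 to 0.605) for RPE-like, 0.659 (0.620 to 0.701) for mesenchyme-like and 1.15 (0.944 to 1.39) for immune-like cells. Among cells other than neural retina, the RPE-like share had a ratio of 0.690 (0.578 to 0.821), which stayed below 1 in every alternative that gave a value. These values argue against such dilution as the whole cause. The number of RPE-like per mesenchyme-like cell was also lower, by a ratio of 0.770 (0.639 to 0.927), but lost that direction when the mitochondrial share was held to 5%. Recovery stays open, because composition of a dissociated tissue is relative. In these counts, lower recovery of the outer pigmented layers cannot be told apart from a loss of RPE cells. The ratio of RPE-like to melanocyte-like cells was 0.925 (0.557 to 1.56) on 50 and 30 melanocyte-like cells. The study has other evidence, which does not depend on recovery. In stained tissue sections it reported more apoptotic RPE cells in mutant embryos than in Myrf fl/fl controls.

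The lower level of the MYRF-dependent genes was set against 4 technical explanations. Free RNA, sex and a few cells each predict a median near 0 once they are taken out, whereas a difference of the whole library predicts a median as low in retinal progenitor-like cells. The median was -1.83 (-2.19 to -1.43) after subtraction of free RNA, 0.12 (0.0032 to 0.25) in retinal progenitor-like cells, -1.53 (-2.14 to -0.96) within female cells and -1.98 (-2.46 to -1.21) without the 5 cells richest in the list. These values argue against free RNA, sex and a few cells as the whole cause. Lower depth of the mutant cells was not among these explanations. With each cell thinned to 2000 UMIs the median was -0.67, outside the interval of the main median but still below 0. A difference of the whole library was left undecided for the list, because the progenitor median covers only 3 of the 6 genes. Of these, Tmem98 and Ermn were not lower in retinal progenitor-like cells, at log2 ratios of 0.12 and 1.6, while Gdf11 was at -0.12. Tmem98 was, however, lower in melanocyte-like cells, with 41 control and 9 mutant UMIs, a ratio of 0.35. A direct or indirect effect of the loss of MYRF remains as a hypothesis, drawn from genes that the study chose partly on these libraries, and the spread between embryos was not measured.

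Myrf itself remained at 29.7 CPM in mutant RPE-like cells. Free RNA alone is argued against, since Myrf was at 0.737 CPM (0.592 to 0.906) in the other mutant cells. The 5 cells richest in Myrf held 25.5% of its UMIs in the mutant and 11.9% in the control. Incomplete recombination and transcription of the recombined allele were not tested, and 3′ counts do not separate them.

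The p53 target genes were higher as a list in mutant RPE-like cells, with intervals above 0 for 4 of the 10 genes. Bax, with 1005 control and 534 mutant UMIs, had a ratio of 1.06 (0.953 to 1.18), and Mdm2 had 1.06 (0.774 to 1.45). Neither gene differed from 1 beyond counting error. The list median stood at percentile 100 of the matched random lists, the outcome predicted, before the list was measured, for a p53 response to the loss of Myrf. It was 0.97 (0.40 to 1.27) within female cells, 0.70 (0.28 to 1.02) after subtraction of free RNA and 0.43 (0.14 to 0.81) without Cdkn1a, which argues against sex, free RNA and Cdkn1a alone as the whole cause. The genes were not evenly spread over cells. The 5 richest mutant cells held 76.0% of the UMIs of Cdkn1a, 54.4% of those of Ccng1 and 37.4% of those of Phlda3, each counted for its own richest cells. Without the 5 cells richest in the list, the median was 0.25 (0.055 to 0.65), still above 0 beyond counting error but just below the interval of the main median, so a few cells carry much of the rise. The 14 mutant cells with Cdkn1a were 6.90% of the mutant RPE-like cells and held 12.1% of their UMIs and 10.9% of their Pmel UMIs, but 70.2% of their Ccng1 UMIs and 54.5% of their Phlda3 UMIs. The 5 control cells with Cdkn1a held 2.77% of UMIs, 9.64% of Ccng1 and 13.1% of Phlda3. Depth alone does not give this unequal share, although the cells with Cdkn1a were deep, with a median of 17623 UMIs in the mutant. Doublets were weighed for the 5 of these mutant cells over 20000 UMIs, and the list median was 0.76 with all cells over that number removed. The intervals assume independent UMIs and are too narrow for genes held by so few cells. For the list as a whole, lower depth of the mutant cells cannot be told apart from the pattern, because the median after thinning, 0.58 (-0.10 to 1.24), has an interval that holds both 0 and the main value. A p53 response in a small part of the mutant RPE cells may underlie these values. This is a hypothesis that more libraries or a stain for p21 would have to test.

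Other lists gave no decision. The TGFβ and BMP genes that the study listed as higher, with its tests in newborn mice, were lower as a list here at e15.5. The median of -0.25 (-0.36 to -0.061) reversed when cells over 20000 or over 2000 UMIs were removed. Their median in retinal progenitor-like cells was 0.0048 (-0.036 to 0.060), over members that went both ways. A difference of the whole library was therefore left undecided, and the rise for which its test was written was absent. The dissociation stress genes had a median of 0.0031 (-0.085 to 0.081) in retinal progenitor-like cells and 0.029 in RPE-like cells, with members in both directions. In mesenchyme-like cells the median was lower, at -0.28 (-0.36 to -0.14), with 5 intervals below 0 and 3 above. A difference in handling stays open, since the members went both ways in all 3 classes. The neural retina genes had a median of -1.06 (-1.59 to 0.70) after subtraction of free RNA, an interval too wide to decide between no change and a rise left by free RNA and doublets from more neural retina. With the second estimate of the free RNA share the median was -0.14, close to the value without subtraction, so the result also depends on that share. The same genes were higher in mutant mesenchyme-like cells, with a median of 1.49 (1.21 to 1.61) and log2 ratios of 1.44 for Dapl1, 1.55 for Six6, 1.85 for Hes5 and 1.97 for Atoh7. In RPE-like cells the log2 ratios were 1.17, 0.68, -0.32 and -0.26, so the list did not rise as a whole there and the explanation stays open.

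Of the 16 genes named by rule in RPE-like cells, 7 differed in mesenchyme-like cells in the same direction with overlapping intervals. This argues against a change confined to RPE-like cells for those genes except Lypd2. Lypd2 had 1 control and 10 mutant UMIs in mesenchyme-like cells, too few to decide. Gm14305 had log2 ratios of -1.43 in RPE-like, -2.05 in retinal progenitor-like and -2.09 in mesenchyme-like cells, Rps27rt of 1.15, 1.17 and 1.05, and Rpgrip1 of -1.33, -0.76 and -0.92. A strain difference between the embryos of the pools or a difference between the libraries was not tested for these 3 genes.

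Embryonic globins were lower in the mutant library. In erythroid-like cells the log2 ratio was -1.46 (-1.47 to -1.45) for Hbb-y, -1.26 for Hbb-bh1 and -1.21 for Hba-x, while the adult globins lay between -0.041 and 0.14. The 5 richest erythroid-like cells held 20.7% of control and 43.0% of mutant Hbb-y UMIs. Outside this class the sums rest on a few cells. Hbb-y was 147-fold lower in mutant than in control retinal progenitor-like cells by summed CPM, and 5 control cells held 97.6% of those UMIs. In mesenchyme-like cells its log2 ratio was -1.41, and 5 cells held 95.9% of control and 98.1% of mutant UMIs. Whether fewer erythroid cells with embryonic globin in the mutant pool gave the lower level outside the class cannot be told apart from chance in those few cells. The estimate of free RNA fixed before the data were examined also rests on a few cells. In RPE-like cells, 5 cells held 94.7% of control and 94.5% of mutant haemoglobin UMIs, so the planned shares of free RNA, 9.43% and 8.50%, fell to 0.510% and 0.480% without them.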
